A study of Mus musculus with 48 samples. Its data were reported in "Epigenetic maintenance of adult neural stem cell quiescence in the mouse hippocampus via Setd1a" (2024).

How the data were processed

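RNA was measured by SMART-seq2 in 48 libraries of cultured neural stem cells, in 12 groups of 4. The values are counts of reads per gene, deposited in 3 tables: day 4, days 5, 6 and 9, and day 7. The authors demultiplexed the reads with bcl2fastq 2.17.1.14, trimmed them (Trimmomatic 0.32), aligned them uniquely to GRCm38 with STAR 2.5.2a and counted them. Each table holds 39017 genes, of which 37607 were given a symbol and a place from the GENCODE vM21 annotation of GRCm38, and at most 0.235% of the counts of a library fell on the others. Groups were taken from the labels, which number the replicates 1 to 4 without saying what a number stands for. As a check of pairing, deviations from the group means were correlated between libraries with the same number. In the groups compared each of 4 pairs was over 0.1 on day 6 (0.1707 to 0.2434), on day 9 (0.1561 to 0.3439), for ORY in KO (0.1285 to 0.2737) and for time in WT (0.1034 to 0.235). The numbers were therefore taken to pair these libraries. A difference between odd and even numbers shared by the groups would also correlate same-numbered libraries, so which libraries are paired is not established. Calls of named genes and lists that change with the number as a block are given beside the result. Counts of genes, which moved by less than 1.5 times in these comparisons, are given in the closing section. Pairing was first read for each table, and this reading for each comparison was made after the blocked values had been seen. The fits stay without the block, as written down at the start. The library method does not keep the strand, so genes that overlap on opposite strands share reads, and the percent of exonic length shared is given once for genes named by the rule below where it is over 10%, and was not computed for genes named outside it.

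Each table was fitted on its own with edgeR 4.0.16 under R 4.3.3 (limma 3.58.1), and no test was made between tables, because these were scaled separately. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 11430 genes on day 4, 12549 on days 5, 6 and 9 and 11952 at day 7. Libraries were scaled by TMM (factors 0.994 to 1.01, 0.973 to 1.04 and 0.926 to 1.04), and the quasi-likelihood F test in its legacy form was used. Log2 fold changes had the default prior count of edgeR. A prior count of 2 was set for the log2 CPM of the pairing check and of the GC trends per library. The common biological coefficient of variation was 0.116, 0.0962 and 0.0998. Adjusted p is by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. The 11 comparisons, written down before the data were examined, were KO against WT on days 4, 5, 6 and 9 and at day 7 under DMSO and under ORY, ORY against DMSO at day 7 in KO and in WT, the interaction of genotype and ORY, the interaction of genotype and time (day 9 against 5), and WT on day 9 against day 5. Values after ± are SE for log2 fold changes and SD for CPM and percentages.

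Gene lists, 36 written down at the same point, were tested with camera (limma) against the other genes, with a preset correlation of 0.01 and again with the correlation estimated, and adjusted over all 384 tests, and lists with fewer than 3 measured members were not tested. The lists were DNA replication, mitosis, DNA repair, p53 targets, fatty acid oxidation, fatty acid synthesis, cholesterol synthesis, glutathione metabolism, NRF2 response, sphingolipid metabolism, lysosome, glycolysis, hypoxia response, oxidative phosphorylation, mitochondrially encoded mRNAs, ribosomal proteins, ATF4 amino acid stress response, endoplasmic reticulum chaperones, interferon response, immediate early genes, radial glia and astroglia, BMP targets, Notch pathway, neuronal lineage, REST-repressed neuronal genes, oligodendrocyte lineage, microglia, endothelial and mural cells, fibroblasts, ependymal cells, writers and erasers of histone H3 lysine 4 methylation, targets named by the study, histones, transcripts that collect ribosomal RNA reads, and nuclear long noncoding RNAs.

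Genes are named by a rule set at the same point. Setd1a, Kdm1a, Gt(ROSA)26Sor, Bhlhe40, Bhlhe41, Atr, Dazap2, Fbxl5 and Pgk1 are always followed. Also eligible are, per comparison, the 8 genes with the highest and the 8 with the lowest log2 fold change among those past the threshold with an average log2 CPM of at least 4, no predicted-gene name and no overlap between the groups (overlap was allowed for interactions), and, per list that passed, up to 4 members with the smallest p among those past the threshold with an average log2 CPM of at least 3. The rule gave 307 genes, and the text names a part of them, chosen after their values were seen.

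The alternatives tried were RLE size factors, library size only, TMM without mitochondrial and rRNA-like genes, no filter, a stricter filter (CPM of at least 2 in 4 libraries), DESeq2 1.42.0, limma-voom, the current form of the edgeR test, only the groups compared, the replicate number as a block, a minimum change of 1.5-fold, an estimated correlation, and leaving out each library in turn. For the agreement of the effects under DMSO and ORY, the genes changed under DMSO with an average log2 CPM of at least 4 were also taken alone. Added after the data were seen were a correction for GC content and gene length, equal depth, and sums, blocks and subsets by odd and even replicate number on days 5, 6 and 9. The regroupings of libraries were all 35 splits of a comparison of 2 groups or 100 random regroupings for an interaction (seed 1). The pipeline was tested on simulated data with 200 changed genes, and recovered 97%, 90% and 94% of 2-fold and 63%, 73% and 79% of 1.5-fold changes on day 4, day 5 and day 7, with 8, 12 and 11 false calls. Data types other than these counts were not analysed here.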

Results

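RNA was measured by SMART-seq2, a full-length library method that does not keep the strand, in neural stem cells cultured from the dentate gyrus, the part of the adult mouse hippocampus where new neurons are born. The cells carried a floxed Setd1a, the gene of a methyltransferase that acts on histone H3 lysine 4, and a reporter at the Rosa26 locus that makes H2B-GFP after Cre has acted. All cells also carried Hopx-CreERT2, a Cre induced by tamoxifen. They were held in quiescence with BMP4 and FGF2 and received a lentivirus for GFP (WT) or for Cre with GFP (KO). Cells were collected on days 4, 5, 6 and 9, and on day 7 after treatment with the solvent DMSO or with ORY-1001 (ORY), an inhibitor of the histone demethylase LSD1, the product of Kdm1a. The 48 libraries form 12 groups of 4. Total counts were 5.81 to 8.40 M per library on day 4, 3.14 to 12.4 M on days 5, 6 and 9, and at least 4.27 M on day 7. The study describes the libraries of a group as independent cultures, the labels only number them, and the p-values measure the spread between these numbered libraries. Every KO group received Cre by virus and every WT group did not. The deletion, viral Cre, the H2B-GFP that Cre switches on and the vector therefore vary together in each comparison of KO with WT.

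On days 5, 6 and 9, libraries with the same parity of their number lay closest together. In 6 of 6 groups the pairs 1 with 3 and 2 with 4 differed by a chi-square per degree of freedom of at least 1.83 and less than the 3.03 to 9.35 of every other pair of the same group. At day 7 the same order was seen in KO + DMSO with a smaller gap (3.136 and 3.468 against 3.785 to 6.329), and it was not seen in the other groups of day 7 or on day 4. Pairs 1 with 2 and 3 with 4 lay closest instead in KO + ORY (2.686 and 2.834 against 4.033 to 5.466). The same was seen in WT + DMSO (3.802 and 2.974 against 5.949 to 8.266) and in KO on day 4 (3.866 and 4.445 against 4.635 to 6.828). In WT + ORY and in WT on day 4 neither order was seen. Counts of genes, gene lists and named genes of days 5, 6 and 9 were therefore also tested with libraries 1 and 3, and 2 and 4, summed (summed libraries, 2 per group), a setting chosen after the data were seen and not run for day 4 or 7, nor for the comparison of effects between days. If these are technical pairs, n is 2 on these days, the values with summed libraries apply, and the p-values and SDs over 4 libraries are too small. In the groups of days 4 and 7 whose libraries also lay closest in pairs, n could likewise be 2, and no sums were made there. Day 6 libraries lay apart from those of days 5 and 9 on the first dimension of a multidimensional scaling plot, which held 29.8% of the variance. At day 7 the KO + DMSO libraries lay apart from the other groups on the first dimension (24.4%).

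Setd1a itself (ENSMUSG00000042308, chromosome 7, 127776670 to 127800122, plus strand) was close to the detection floor. Its level was 2.51 ± 0.773 CPM (counts per M of the TMM-scaled library size, SD, n = 4) in KO and 1.63 ± 0.278 in WT on day 4. In KO and WT it was 2.23 ± 0.286 and 2.13 ± 0.581 on day 5, 3.88 ± 1.18 and 2.16 ± 0.614 on day 6, and 1.80 ± 1.40 and 1.88 ± 0.494 on day 9. On day 7 it was 2.5 ± 0.443 in KO + DMSO, 3.33 ± 0.480 in WT + DMSO, 3.14 ± 0.371 in KO + ORY and 2.25 ± 0.265 in WT + ORY. It passed in 0 of 11 comparisons by edgeR, and in none in the alternatives in which it was followed. It was not followed after GC and length correction, at equal depth, with only the groups compared, or with the block and subsets by odd and even number. Exons of other genes share 52.3% of its exonic length, among them the antisense gene 9430064I24Rik, and reads were not assigned by strand. The floxed part is not stated, so counts over the whole gene do not check the genotype labels. The study checked the deletion by immunostaining of cultured cells, and its finding is given below with the values it reported. Kdm1a (chromosome 4, 136550540 to 136602723), the gene of the target of ORY, rose by 0.27 ± 0.09 (log2 fold change ± SE) in KO + DMSO (86.5 ± 2.00 CPM against 71.9 ± 2.91, adjusted p = 0.0155), a call lost with scaling by library size only and without WT DMSO replicate 2 (adjusted p = 0.0505). It was lower in KO + ORY than in KO + DMSO (-0.37 ± 0.09) and passed in no other comparison.

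Transcripts of the Rosa26 locus, which carries the Cre reporter, marked the KO groups on every day. Gt(ROSA)26Sor (ENSMUSG00000086429, chromosome 6, 113067428 to 113077333, minus strand, 8.55% of exonic length shared with the antisense Thumpd3) was lower in KO by -0.49 ± 0.04 on day 4 (994 ± 22.0 CPM in KO, 1396 ± 60.3 in WT), by -0.48 ± 0.06 on day 5, by -0.54 ± 0.06 on day 9, and on day 7 by -0.48 ± 0.06 under DMSO and -0.47 ± 0.06 under ORY, with no overlap between KO and WT libraries. On day 6 the difference was -0.26 ± 0.06 (adjusted p = 0.00402) and the groups overlapped, with 2040 to 2589 CPM in KO and 2501 to 2787 in WT. The plot of counts per library shows this gene beside Setd1a.

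**Figure D1:**
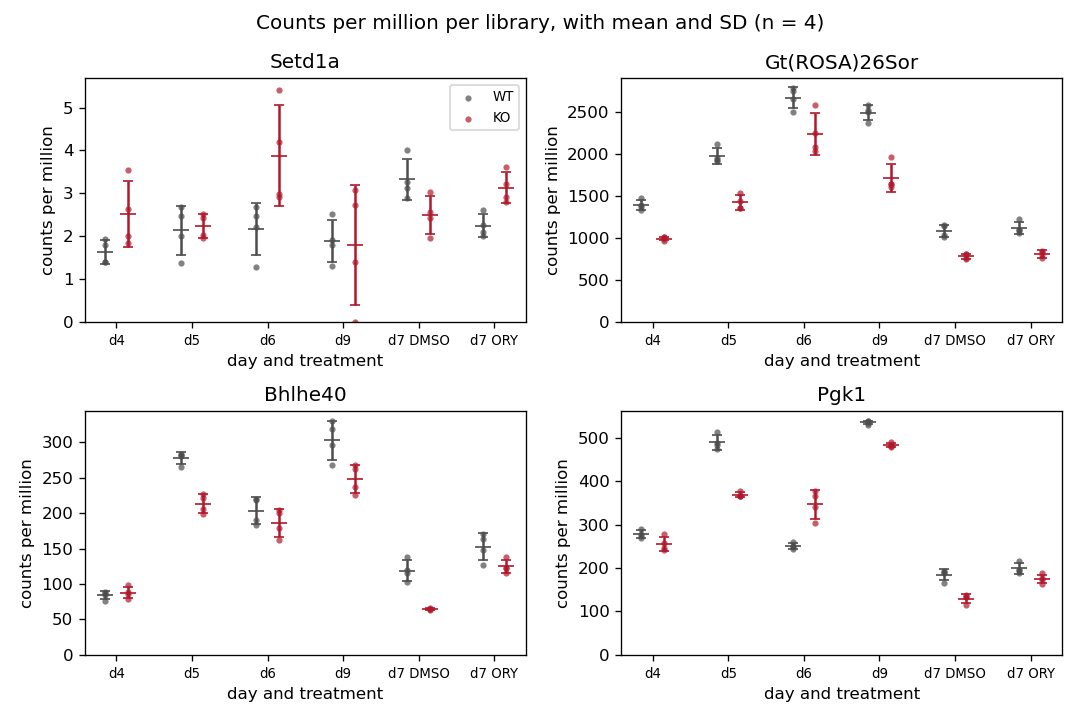
CPM of Setd1a, Gt(ROSA)26Sor, Bhlhe40 and Pgk1 in each library by day and treatment, with WT in grey and KO in red; points are libraries, bars the mean and SD (n = 4). Setd1a stays between 0 and 5.41 CPM in every library, while Gt(ROSA)26Sor is lower in KO with no overlap except on day 6.

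The comparison of KO with WT on day 4 asked which transcripts differ at the earliest collection. Npvf, the gene of a neuropeptide, was higher (1.15 ± 0.08), as were Tnc, which encodes the stem cell niche protein tenascin C (0.87 ± 0.17), and Jag1, a Notch ligand (0.82 ± 0.14). Igfbp5, a secreted binder of insulin-like growth factors, was lower (-0.78 ± 0.07), as were Ptgds (prostaglandin D synthase, -0.70 ± 0.11) and the hypoxia-induced mitophagy gene Bnip3 (-0.56 ± 0.08, 22.3% of exonic length shared with an antisense gene). Targets of p53, the transcription factor activated by DNA damage, were higher as a list (median 0.20, 4 of 29 passed), among them the death receptor gene Eda2r (0.48 ± 0.06) and Trp53inp1 (0.24 ± 0.05). Nuclear genes of oxidative phosphorylation were slightly higher as a list (median 0.14, 7 of 56 passed), with Cycs (cytochrome c, 0.38 ± 0.05), Uqcrc2 (0.34 ± 0.06, 19.7% shared with the antisense Pdzd9) and Ndufa4 (0.26 ± 0.05). Both of these list calls were lost with an estimated correlation. Hypoxia response genes were lower (median -0.15, 4 of 24 passed), with Fam162a at -0.36 ± 0.07 (19.8% shared with the antisense Wdr5b). Endoplasmic reticulum chaperone genes were higher (median 0.15 over 18), among them Pdia6 (0.27 ± 0.05). In total 182 of 11430 genes passed at adjusted p 0.05 (106 higher, 76 lower), 10 of them changed at least 2-fold and 170 without overlap between groups. Chance gives 2.86% of genes without overlap when genes are not chosen by p, as these were. The count fell to 98, 90 and 104 without WT replicates 1, 2 and 3 and to 96 without KO replicate 3, and was 304 with no filter and 348 with DESeq2.

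By gene list, p53 targets had 4 higher and 0 lower of 29 on day 4 (5 and 0 adjusted over the list alone), with camera adjusted p = 1.7e-08, which became adjusted p = 0.051 with an estimated correlation. Oxidative phosphorylation genes had 7 higher and 0 lower (24 and 0 adjusted over the list alone, adjusted p = 7.85e-14, adjusted p = 0.0873 with an estimated correlation). Hypoxia genes had 0 higher and 4 lower (1 and 7 adjusted over the list alone, adjusted p = 0.00123) and chaperone genes 3 higher and 0 lower (6 and 0 adjusted over the list alone, adjusted p = 0.000248), and both held with an estimated correlation. Genes of the ATF4 amino acid stress response were higher (median 0.14, 1 higher and 0 lower of 28, 4 and 0 adjusted over the list alone, adjusted p = 0.00379, adjusted p = 0.0552 with an estimated correlation). Notch pathway genes were higher (median 0.19, 1 higher and 0 lower of 10, 2 and 0 adjusted over the list alone, adjusted p = 0.0229, adjusted p = 0.206 with an estimated correlation), a call lost without WT replicate 3 (adjusted p = 0.0784) and without KO replicate 2 (adjusted p = 0.0644). Ependymal cilia genes were lower (median -0.34, 0 of 6 called, 0 and 2 adjusted over the list alone, adjusted p = 0.0164, adjusted p = 0.129 with an estimated correlation), a call lost without KO replicate 1 (adjusted p = 0.0528).

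On day 5 p53 targets were higher in KO. Cdkn1a, the cell cycle inhibitor p21, rose by 0.85 ± 0.08, Mdm2, the ubiquitin ligase of p53, by 0.84 ± 0.09, Btg2, an antiproliferative gene, by 0.91 ± 0.11 and Ccng1 (cyclin G1) by 0.49 ± 0.05. Of 29 p53 targets 18 were higher and 0 lower (20 and 1 adjusted over the list alone, median 0.43, adjusted p = 8.49e-20). The antioxidant genes Gclc, which limits glutathione synthesis (0.51 ± 0.06), and Fth1, the ferritin heavy chain (0.51 ± 0.09), were higher within a list of 27 NRF2 response genes (6 higher, 0 lower, and the same adjusted over the list alone, median 0.10, adjusted p = 0.00678). Immediate early genes rose (7 higher and 0 lower of 19, 9 and 0 adjusted over the list alone, median 0.42, adjusted p = 0.000151), which includes Btg2. Cholesterol synthesis genes fell, with Acat2 at -0.55 ± 0.06 and Msmo1 at -0.35 ± 0.05. Of the 24 measured, 0 were higher and 11 lower, 1 and 11 adjusted over the list alone, median -0.17, adjusted p = 0.000296, adjusted p = 0.0577 with an estimated correlation. Hypoxia genes were lower, among them Bnip3 at -0.40 ± 0.05. Higher were 1 and lower 5 of 26, 2 and 9 adjusted over the list alone, median -0.14, adjusted p = 0.00567. Within the limits of the naming rule on expression and overlap, Dcxr, a p53 target that reduces sugars (1.13 ± 0.16), and Wdr72 (1.08 ± 0.16) were also higher. Lower were the RNA methyltransferase Nsun6 (-0.88 ± 0.15), the synaptic adhesion gene Slitrk6 (-0.86 ± 0.16), Ptgds (-0.84 ± 0.12) and the cytokine gene Il33 (-0.76 ± 0.12).

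Repair of broken DNA was also lower on day 5 as a list (0 higher and 6 lower of 45, and the same adjusted over the list alone, median -0.19, adjusted p = 0.00678, adjusted p = 0.13 with an estimated correlation), with the checkpoint kinase gene Atr at -0.43 ± 0.09. BMP targets were higher (3 higher and 0 lower of 12, and the same adjusted over the list alone, median 0.39, adjusted p = 0.00784, adjusted p = 0.131 with an estimated correlation), among them the BMP antagonist gene Nog (0.70 ± 0.12). Transcripts annotated as ribosomal RNA or collecting its reads were higher (3 higher and 0 lower of 4, median 0.61, adjusted p = 3.42e-12), with mt-Rnr1 at 0.74 ± 0.06, and their share of counts was 2.81% ± 0.0178 (SD, n = 4) in KO against 1.86% ± 0.0222 in WT. In total 1880 of 12549 genes passed (781 higher, 1099 lower, 149 at least 2-fold, 1598 without overlap). The balance turned with library size only (955 higher, 852 lower) and with a change of at least 1.5-fold required (275 higher, 160 lower). With summed libraries 297 genes passed (95 higher, 202 lower). Among list members eligible by the naming rule, only Atr (adjusted p = 0.0487) of DNA repair then kept its call. Only Btg2 (0.00986) of the immediate early genes, Nog (0.0386) of BMP targets, and Gclc (0.00596) and Fth1 (0.0487) of the NRF2 list did so too. The log2 fold changes of day 5 rose with the GC content of the gene (Spearman 0.42 across genes, which are not independent replicates), and after GC and length correction 1454 genes passed, among them 61.2% of the 1880.

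On day 6 genes of cell division were lower and genes of the hypoxia response higher in KO. Top2a, a topoisomerase of dividing cells, was lower (-0.93 ± 0.10), as were the mitotic kinase gene Pbk (-0.90 ± 0.15), the kinetochore gene Nuf2 (-0.80 ± 0.12), the spindle gene Ckap2l (-1.15 ± 0.18) and cyclin B1 (Ccnb1, -0.81 ± 0.14). Of 43 mitosis genes 1 was higher and 19 were lower (2 and 23 adjusted over the list alone, median -0.52, adjusted p = 2.76e-09). The oxygen sensor gene Egln3 rose by 0.98 ± 0.14, hexokinase 2 (Hk2) by 0.96 ± 0.13, the collagen-modifying Plod2 by 0.89 ± 0.11, Pdk1, which diverts pyruvate from mitochondria, by 0.78 ± 0.08 and Bnip3 by 0.64 ± 0.05. Of 26 hypoxia genes 14 were higher and 0 lower (15 and 1 adjusted over the list alone, median 0.48, adjusted p = 1.51e-21). Targets of p53 stayed higher (13 higher and 1 lower of 29, 13 and 2 adjusted over the list alone, median 0.25, adjusted p = 1.19e-07), with Trp53inp1 at 0.58 ± 0.06 and Ccng1 at 0.48 ± 0.05. Ribosomal protein genes were lower (0 higher and 38 lower of 76, 0 and 63 adjusted over the list alone, median -0.20, adjusted p = 1.04e-20), as was oxidative phosphorylation. Among 56 members 0 were higher and 28 lower, 0 and 35 adjusted over the list alone, median -0.17, adjusted p = 4.37e-14, adjusted p = 0.0531 with an estimated correlation. Glycolysis genes were higher on balance. The list had 6 higher and 2 lower of 21, 8 and 2 adjusted over the list alone, median 0.16, adjusted p = 0.000601, adjusted p = 0.13 with an estimated correlation. Glutathione genes were lower (2 higher and 9 lower of 30, 2 and 12 adjusted over the list alone, median -0.13, adjusted p = 0.00204), a call lost after GC and length correction (adjusted p = 0.101, the highest over the settings, whose lowest was 0.000222), while Gclc rose by 0.43 ± 0.06.

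Gpd1, which makes glycerol phosphate, was also lower on day 6 (-1.22 ± 0.16, 13% of exonic length shared with an antisense gene), and the interferon-induced Ifit1 was higher (1.05 ± 0.16). Xist, the RNA that silences an X chromosome, rose by 0.88 ± 0.11 (12.6% of exonic length shared, in part with the antisense Tsix). In total 1649 genes passed (840 higher, 809 lower, 140 at least 2-fold, 1354 without overlap). With summed libraries 217 passed (114 higher, 103 lower). The log2 fold changes of day 6 rose with gene length (Spearman 0.258 across genes) and fell with GC content (-0.235).

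On day 9 interferon-stimulated genes were higher in KO: Ifit1 by 1.25 ± 0.15, Ifit3 by 1.02 ± 0.11 and Ifi27 by 0.48 ± 0.06. Of 25 members 12 were higher and 0 lower (15 and 1 adjusted over the list alone, median 0.43, adjusted p = 2.02e-11). Mitosis genes, which were lower on day 6, were higher on day 9 (9 higher and 2 lower of 43, 19 and 3 adjusted over the list alone, median 0.33, adjusted p = 7.54e-06), among them Nusap1 (0.64 ± 0.11), and DNA replication genes were higher. Of the 39 measured, 8 were higher and 0 lower, and the same adjusted over the list alone, median 0.18, adjusted p = 0.017. With summed libraries the replication genes Rrm2 (adjusted p = 0.0713), Rrm1 (0.132), Tyms (0.0765) and Mcm7 (0.168) lost their call. Nusap1 (0.043) kept its call, while the other mitosis members eligible by the naming rule, Nuf2 (0.0509), Cenpf (0.0713) and Cdca8 (0.105), lost theirs. Targets of p53 were higher (11 higher and 0 lower of 29, 14 and 0 adjusted over the list alone, median 0.25, adjusted p = 3.17e-11), with Eda2r at 0.73 ± 0.09, Trp53inp1 at 0.56 ± 0.06 and the death receptor gene Fas at 0.52 ± 0.06. NRF2 genes were higher (6 higher and 1 lower of 27, 7 and 1 adjusted over the list alone, median 0.12, adjusted p = 0.00129), with Gclc at 0.68 ± 0.06. Only Gclc (adjusted p = 0.000331) of the NRF2 members eligible by the naming rule kept its call with summed libraries. Hypoxia genes were lower (1 higher and 8 lower of 26, 1 and 9 adjusted over the list alone, median -0.10, adjusted p = 0.00144), with Vegfa, a vascular growth factor, at -0.65 ± 0.09 and the stress gene Ndrg1 at -0.76 ± 0.13. Glycolysis genes were lower. Higher were 2 and lower 8 of 21, 2 and 11 adjusted over the list alone, median -0.21, adjusted p = 0.00386, adjusted p = 0.178 with an estimated correlation. Mitochondrially encoded mRNAs were lower (0 higher and 5 lower of 7, median -0.18, adjusted p = 8.77e-06), with mt-Co1 at -0.33 ± 0.03.

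Other genes lower on day 9 were Adam11 (-1.17 ± 0.18), Edil3 (-1.06 ± 0.15) and the stress factor gene Nupr1 (-1.02 ± 0.13). Higher were Wdr72 (1.23 ± 0.16), Tnc, the complement regulator Cd59a (1.08 ± 0.12) and the membrane protein gene Stom (1.06 ± 0.09). In total 1479 genes passed (797 higher, 682 lower, 136 at least 2-fold, 1153 without overlap). With summed libraries 141 passed (96 higher, 45 lower), and with only the groups compared 919.

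The difference between the KO effects of days 9 and 5 was tested as an interaction. Cholesterol synthesis genes moved up relative to day 5 (9 higher and 0 lower of 24, 12 and 1 adjusted over the list alone, median 0.25, adjusted p = 0.000131), with Acat2 at 0.62 ± 0.09. Fn1, the gene of the matrix protein fibronectin, moved down (-0.99 ± 0.11), as did Ndrg1 (-1.29 ± 0.19) and mt-Rnr1 (-0.93 ± 0.09), while the vessel growth factor gene Angpt1 (1.23 ± 0.15, 14.2% of exonic length shared with an antisense gene), Ifit3 (1.07 ± 0.18) and the RNA kinase gene Clp1 (1.28 ± 0.17) moved up. Replication genes moved up (5 higher and 0 lower of 39, 7 and 0 adjusted over the list alone, median 0.22, adjusted p = 0.0057), with Rrm1, a subunit of ribonucleotide reductase, at 0.59 ± 0.09. Mitosis genes moved up as well. Among 43 members 3 were higher and 1 lower, 8 and 1 adjusted over the list alone, median 0.26, adjusted p = 0.00539, adjusted p = 0.0623 with an estimated correlation. With summed libraries the called members Nuf2 (adjusted p = 0.112), Nusap1 (0.133), Anln (0.264) and Sgo1 (0.305) lost their call. The list of p53 targets did not pass. The list had 0 higher and 4 lower of 29, median -0.18, adjusted p = 0.0835. After GC and length correction the list passed as lower (adjusted p = 0.0282). In total 1156 of 12549 genes passed (751 higher, 405 lower). With summed libraries 40 passed (33 higher, 7 lower). The log2 fold changes fell with GC content (Spearman -0.428 across genes), and after GC and length correction 661 genes passed, among them 534 (46.2%) of the 1156.

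Time in culture without the deletion, WT on day 9 against WT on day 5, gives the background for those effects. Ribosomal protein genes fell (0 higher and 71 lower of 76, 0 and 73 adjusted over the list alone, median -0.41, adjusted p = 9.73e-56), as did cholesterol synthesis (0 higher and 18 lower of 24, 0 and 21 adjusted over the list alone, median -0.56, adjusted p = 7.38e-32), with the farnesyl phosphate synthase gene Fdps at -1.19 ± 0.06 (26.7% of exonic length shared with Gm43738). Replication genes fell (0 higher and 19 lower of 39, 0 and 22 adjusted over the list alone, median -0.40, adjusted p = 1.83e-07), with Rrm2 at -0.85 ± 0.10, and mitosis genes fell. Of the 43 measured, 1 were higher and 14 lower, 2 and 17 adjusted over the list alone, median -0.31, adjusted p = 0.000601. Mitochondrially encoded mRNAs rose (7 higher of 7, median 0.57, adjusted p = 6.04e-28), with mt-Co1 at 0.62 ± 0.03. Lysosomal genes rose, among them the cathepsin gene Ctsz (0.97 ± 0.09, 21 higher and 1 lower of 51, 22 and 1 adjusted over the list alone, median 0.19, adjusted p = 1.22e-05). Radial glia and astroglia markers rose on balance (12 higher and 3 lower of 31, 13 and 4 adjusted over the list alone, median 0.16, adjusted p = 0.0038), with the glutamate transporter gene Slc1a2 at 0.69 ± 0.05. Nuclear long noncoding RNAs rose (3 higher of 4, median 0.64, adjusted p = 0.0199, adjusted p = 0.0613 with an estimated correlation, the highest over the settings, whose lowest was 0.00972), a call also lost after GC and length correction. In total 2848 genes passed (1420 higher, 1428 lower, 260 at least 2-fold, 2329 without overlap). With summed libraries 981 passed (414 higher, 567 lower). The log2 fold changes with time in WT rose with gene length (Spearman 0.23 across genes).

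At day 7 under DMSO the KO effect involved the most genes of any KO comparison. In the KO + DMSO libraries the 50 most abundant genes took 26.82 to 26.89% of the counts, against 23.34 to 24.77% in the other libraries of day 7. Transcripts that collect ribosomal RNA reads took 1.746% ± 0.0216 in KO + DMSO and 1.482% ± 0.0505 in WT + DMSO (SD, n = 4). Gfap, the intermediate filament gene of astrocytes and quiescent stem cells, was lower (-2.39 ± 0.10), as was Il33 (-1.86 ± 0.13). Lars2 fell by 2.33 ± 0.06, but this gene also collects reads of ribosomal RNA, and Arfgap2 fell by 2.36 ± 0.18 with 33.4% of its exonic length shared with an antisense gene. Acadvl, of long-chain fatty acid oxidation, fell by 1.82 ± 0.08 (42.9% shared with the antisense Dvl2). Upwards, the engulfment receptor gene Megf10 rose by 1.57 ± 0.17, the histone chaperone gene Set by 1.38 ± 0.05, the growth factor binder Igfbp3 by 1.38 ± 0.09 and the neural transcription factor gene Sp8 by 1.35 ± 0.17. Lysosomal genes were lower, with Ctsa at -1.42 ± 0.05 (17.4% shared with the antisense Neurl2 and Pltp), Lgmn at -1.23 ± 0.07 and Psap at -1.06 ± 0.07. Higher were 5 and lower 24 of 51, 5 and 25 adjusted over the list alone, median -0.21, adjusted p = 4.93e-07. Glycolysis genes were lower, with pyruvate kinase (Pkm) at -1.34 ± 0.06 (15.3% shared with Gm49759) and lactate dehydrogenase (Ldha) at -0.97 ± 0.07. Among 21 members 3 were higher and 12 lower, 3 and 13 adjusted over the list alone, median -0.51, adjusted p = 2.15e-09, adjusted p = 0.0651 with an estimated correlation. Hypoxia genes were lower, with Bnip3 at -0.83 ± 0.07. The list had 2 higher and 8 lower of 25, 2 and 11 adjusted over the list alone, median -0.29, adjusted p = 0.00386. Oxidative phosphorylation genes were mostly higher, with Cycs at 0.99 ± 0.07. Of the 56 measured, 30 were higher and 6 lower, 34 and 7 adjusted over the list alone, median 0.21, adjusted p = 1.05e-05, adjusted p = 0.536 with an estimated correlation.

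Oligodendrocyte lineage genes went both ways at day 7 under DMSO, with Olig1 at 1.19 ± 0.12 and Cnp at -0.57 ± 0.15 (3 higher and 2 lower of 9, and the same adjusted over the list alone, median 0.37, adjusted p = 0.0293, adjusted p = 0.164 with an estimated correlation), a call lost without KO + DMSO replicate 2 (adjusted p = 0.0504). Mitosis genes did not pass as a list (1 higher and 13 lower of 40, median -0.42, adjusted p = 0.108), nor did p53 targets. Higher were 4 and lower 6 of 27, median 0.06, adjusted p = 0.825. In total 4307 of 11952 genes passed (2025 higher, 2282 lower, 636 at least 2-fold, 3421 without overlap). Scaling by library size only moved the median of all genes by -0.105 in this comparison, and the shares of higher and lower genes here are relative to the TMM scaling.

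**Figure D2:**
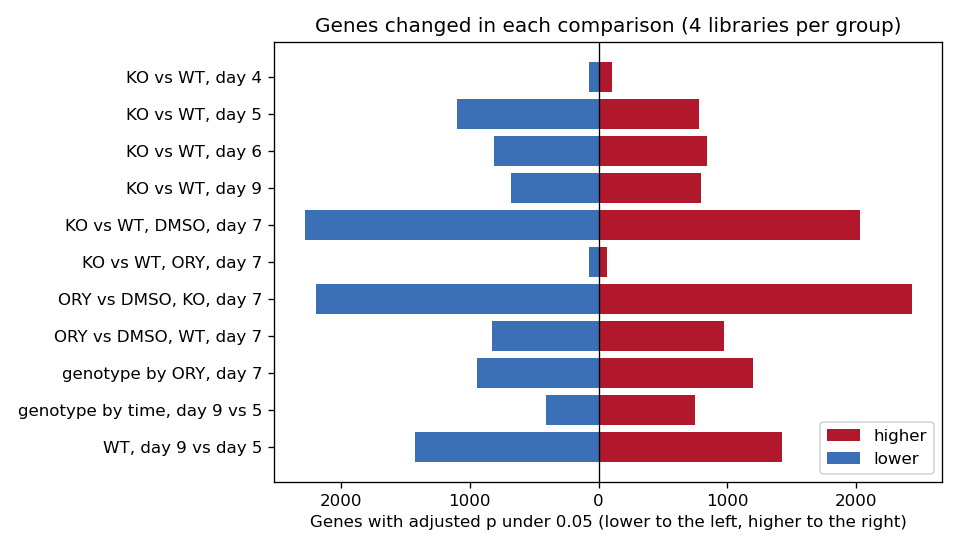
Number of genes with adjusted p under 0.05 in each comparison, lower to the left in blue and higher to the right in red (4 libraries per group). At day 7, 4307 genes differed between KO and WT under DMSO and 138 under ORY.

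With the inhibitor, 138 of 11952 genes differed between KO + ORY and WT + ORY at day 7 (67 higher, 71 lower, 15 at least 2-fold, 133 without overlap). Complement C3 was lower (-0.70 ± 0.10), as were Gfap (-0.64 ± 0.10) and the protease gene Bmp1 (-0.55 ± 0.11). Lix1 rose by 0.68 ± 0.10 and Gabra2, a GABA receptor subunit, by 0.57 ± 0.11. Glycolysis genes stayed lower, with Pkm at -0.39 ± 0.06, Tpi1 at -0.39 ± 0.07 and Gapdh at -0.38 ± 0.07. Among 21 members 0 were higher and 6 lower, 1 and 11 adjusted over the list alone, median -0.22, adjusted p = 8.5e-09, adjusted p = 0.0732 with an estimated correlation. Mitosis genes were lower. The list had 0 higher and 3 lower of 40, 1 and 13 adjusted over the list alone, median -0.58, adjusted p = 3.68e-10. Targets of p53 were higher. Of the 27 measured, 2 were higher and 0 lower, 6 and 0 adjusted over the list alone, median 0.16, adjusted p = 6.47e-06. Hypoxia genes were lower as a list although 0 of 25 passed singly (1 higher and 10 lower adjusted over the list alone, median -0.19, adjusted p = 0.00161). Fibroblast markers were lower with 3 measured (0 higher and 1 lower, and the same adjusted over the list alone, median -0.74, adjusted p = 0.00506, adjusted p = 0.0679 with an estimated correlation). Mitochondrially encoded mRNAs passed as higher (2 of 7 higher, and the same adjusted over the list alone, median 0.07, adjusted p = 0.0322), but the list turned to the other direction after GC and length correction (adjusted p = 0.986, with 0.000522 the lowest over the settings, from a replicate block) and lost its call with library size only, with an estimated correlation (adjusted p = 0.232 with an estimated correlation) and without WT + ORY replicate 1 (0.137) or KO + ORY replicate 3 (0.0583) or 4 (0.0961).

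The count under ORY depended on single libraries. It was 223, 71, 70 and 83 without WT + ORY replicates 1 to 4, and 70, 58, 84 and 83 without KO + ORY replicates 1 to 4. It was 279 with no filter, 309 with DESeq2 and 345 after GC and length correction. The replicate number as a block raised it further, to the count given in the closing section. The count under DMSO stayed between 3789 (equal depth) and 4818 (GC and length correction) in settings without a replicate block, except for 1835 genes when a change of at least 1.5-fold was required.

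Across 11952 genes the KO effect under ORY correlated weakly with that under DMSO, and these contrasts share no library (Pearson 0.226, Spearman 0.231, slope 0.128). Among the 4307 genes changed under DMSO the correlation was 0.364 and the slope 0.132. Of 95 genes called in both comparisons 86 had the same sign (90.5%), and 24.9 would be expected to be shared with the same sign by independent lists. The plot of both effects per gene shows this.

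**Figure D3:**
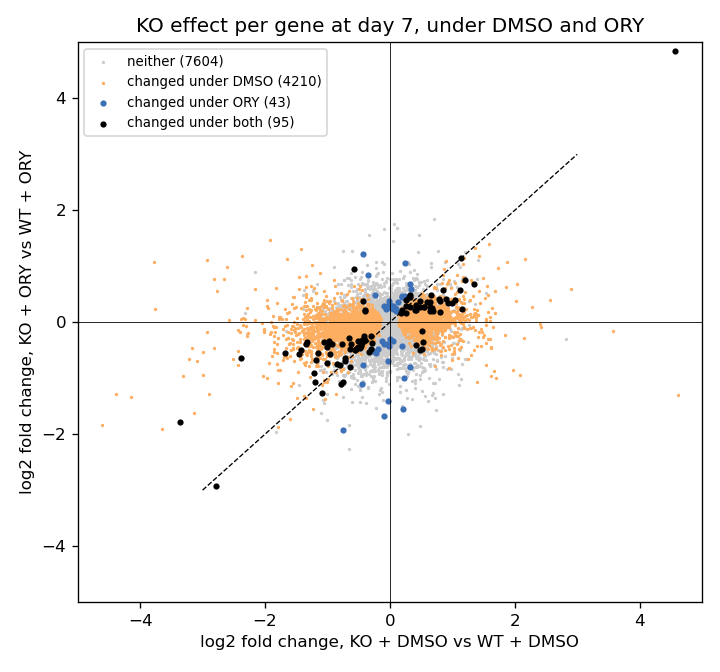
Each point is a gene, with the log2 fold change of KO + DMSO against WT + DMSO on the x axis and of KO + ORY against WT + ORY on the y axis; colours mark genes changed under neither, either or both treatments and the dashed line marks equal effects. Among the 4307 genes changed under DMSO the slope was 0.132, and 66.6% had the same direction under ORY.

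ORY in KO cells changed 4622 of 11952 genes (2429 higher, 2193 lower, 719 at least 2-fold, 3817 without overlap). The lysosomal protease gene Ctsa rose by 1.89 ± 0.06, Psap, a precursor of sphingolipid activators, by 1.62 ± 0.07, Mfge8, which bridges dying cells to phagocytes, by 1.96 ± 0.15 and the aldehyde dehydrogenase gene Aldh3b1 by 2.48 ± 0.16. Sp8 was lower (-1.66 ± 0.18), as were the splicing factor gene Arglu1 (-1.64 ± 0.07) and the myosin gene Myh9 (-1.59 ± 0.08). Lysosome genes were higher (29 higher and 4 lower of 51, 30 and 4 adjusted over the list alone, median 0.28, adjusted p = 2.58e-10), and so were glycolysis genes, with Pkm at 1.81 ± 0.06 and Eno1 at 1.39 ± 0.06. Higher were 13 and lower 1 of 21, 14 and 1 adjusted over the list alone, median 0.45, adjusted p = 3.32e-12. Sphingolipid genes were higher, with the ceramide synthase gene Cers4 at 1.73 ± 0.13. Among 32 members 12 were higher and 2 lower, and the same adjusted over the list alone, median 0.18, adjusted p = 0.00489. Fatty acid oxidation genes were higher (13 higher and 6 lower of 32, 14 and 6 adjusted over the list alone, median 0.29, adjusted p = 0.0203), a call lost with an estimated correlation (adjusted p = 0.051 with an estimated correlation) and after GC and length correction (adjusted p = 0.173, the highest over the settings, whose lowest was 0.00734). Cholesterol synthesis genes were higher. The list had 12 higher and 1 lower of 24, and the same adjusted over the list alone, median 0.26, adjusted p = 0.019, adjusted p = 0.0785 with an estimated correlation.

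ORY also acted in WT cells, where 1801 genes passed (975 higher, 826 lower, 178 at least 2-fold, 1464 without overlap). Ncan, the gene of the matrix proteoglycan neurocan, rose by 1.49 ± 0.05, the seizure-related gene Sez6 by 1.41 ± 0.13 and the glutamate receptor gene Grm3 by 1.22 ± 0.09, and Gfap fell by 1.41 ± 0.10. Interferon genes were higher, with Usp18 at 0.77 ± 0.08. Of the 29 measured, 14 were higher and 0 lower, 16 and 0 adjusted over the list alone, median 0.28, adjusted p = 1e-08. Fatty acid synthesis genes were higher, with the desaturase gene Scd1 at 0.83 ± 0.05. Higher were 5 and lower 1 of 20, 7 and 1 adjusted over the list alone, median 0.18, adjusted p = 8.79e-05. Mitosis genes were higher (12 higher and 1 lower of 40, 15 and 2 adjusted over the list alone, median 0.51, adjusted p = 0.0038), with Top2a at 0.57 ± 0.15. Glycolysis genes were higher, with Pkm at 0.85 ± 0.06. Among 21 members 11 were higher and 1 lower, and the same adjusted over the list alone, median 0.26, adjusted p = 1.55e-10, adjusted p = 0.0512 with an estimated correlation. Targets of p53 were lower, with Cdkn1a at -0.69 ± 0.09 and Mdm2 at -0.46 ± 0.09. The list had 0 higher and 7 lower of 27, and the same adjusted over the list alone, median -0.09, adjusted p = 0.008, adjusted p = 0.0915 with an estimated correlation.

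Whether the KO effect differs with the inhibitor was tested as the interaction of genotype and ORY, in which 2138 genes passed (1198 higher, 940 lower). Gfap moved up by 1.75 ± 0.14, Ctsa by 1.33 ± 0.08, Ctsb by 1.03 ± 0.06 (12.8% shared with the antisense Fdft1) and Pkm by 0.95 ± 0.09, and Set moved down by -1.30 ± 0.07 and Igfbp3 by -1.35 ± 0.13. Lysosome genes moved up (17 higher and 1 lower of 51, 19 and 2 adjusted over the list alone, median 0.16, adjusted p = 7.78e-07), and so did glycolysis genes. Of the 21 measured, 9 were higher and 1 lower, 10 and 3 adjusted over the list alone, median 0.32, adjusted p = 0.000306, adjusted p = 0.237 with an estimated correlation. Oxidative phosphorylation genes moved down, with Cox7c at -0.61 ± 0.08 (3 higher and 13 lower of 56, 4 and 17 adjusted over the list alone, median -0.17, adjusted p = 0.008, adjusted p = 0.712 with an estimated correlation), a call lost without WT + DMSO replicate 1 (0.0661), WT + ORY replicate 4 (0.0647) or KO + ORY replicate 1 (0.058). The p53 list did not pass. Higher were 7 and lower 0 of 27, median 0.14, adjusted p = 0.185.

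Of the 4307 genes changed by KO under DMSO, 2967 (68.9%) also changed in the opposite direction between KO + DMSO and KO + ORY (1373 that KO raised, 1594 that it lowered), and 38 changed in the same direction. Both contrasts use the KO + DMSO libraries, so their effects were correlated at -0.721 (covariance -0.207), where 20 simulations of unchanged groups gave -0.507 (covariance -0.0226), and independent lists would share 835.3. With the KO + DMSO libraries parted into 2 against 2, so that no library served both contrasts, 1910 to 2089 genes were moved back over 6 partitions, and of all genes called in the DMSO contrast 84.2 to 93.4% had the opposite sign with ORY, whether or not that change passed.

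The genes the study placed among the targets of Setd1a were followed in every comparison. Bhlhe40, a transcriptional repressor of the clock and hypoxia pathways (chromosome 6, 108660629 to 108666925), was lower in KO on day 5 (-0.38 ± 0.07), day 9 (-0.29 ± 0.07) and day 7 under DMSO (-0.88 ± 0.09, 64.5 ± 1.53 CPM against 119 ± 14.6), and higher with ORY in KO (0.95 ± 0.09) and in WT (0.36 ± 0.09), with an interaction of 0.59 ± 0.13 (adjusted p = 0.00165). Its difference under ORY was -0.29 ± 0.09 (adjusted p = 0.106), past the threshold without WT + ORY replicate 4 (adjusted p = 0.0347) and with library size only. Pgk1, a glycolytic kinase (X chromosome, 106187100 to 106203699), was lower in KO on day 5 (-0.41 ± 0.05) and day 7 under DMSO (-0.51 ± 0.07) and higher on day 6 (0.47 ± 0.05). On day 9 it was lower by 0.15 ± 0.05 (adjusted p = 0.0449), a call lost without any of the 8 libraries (adjusted p 0.0659 to 0.0969). ORY raised Pgk1 in KO (0.43 ± 0.07), with an interaction of 0.32 ± 0.10 (adjusted p = 0.0285) lost without WT + DMSO replicate 2, 3 or 4 (0.0615, 0.0536, 0.0532), WT + ORY replicate 2 (0.0743), KO + DMSO replicate 3 (0.0758) or KO + ORY replicate 3 (0.0678).

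Dazap2, which encodes a proline-rich adaptor protein (chromosome 15, 100615349 to 100620761), was lower in KO on day 5 (-0.38 ± 0.04) and day 7 under DMSO (-0.23 ± 0.04), higher with ORY in KO (0.16 ± 0.04), and moved up in both interactions (0.31 ± 0.06 with ORY, 0.47 ± 0.05 with time). It was lower with ORY in WT (-0.15 ± 0.04, adjusted p = 0.021), a call lost without WT + DMSO replicate 1 (0.0597) or WT + ORY replicate 2 (0.0672) or 4 (0.0641). Atr (chromosome 9, 95857597 to 95951781) was lower in KO on day 5 (-0.43 ± 0.09) and day 9 (-0.45 ± 0.08), and rose with time in WT (0.34 ± 0.08). At day 7 under DMSO it was at -0.32 ± 0.15 (adjusted p = 0.111), past the threshold with library size only and with no filter. Bhlhe41, a paralog of Bhlhe40 (chromosome 6, 145858243 to 145865558, 19% of exonic length shared with an antisense gene), was lower in KO on day 9 (-0.41 ± 0.06) and on day 5 (-0.23 ± 0.06, adjusted p = 0.0146), the latter lost without WT replicate 2 (0.0506) or 3 (0.0561), and rose with time in WT (0.31 ± 0.06). ORY lowered it in KO (-0.32 ± 0.12, adjusted p = 0.0308), a call lost without KO + DMSO replicate 1 or 4 (0.073, 0.0892) or KO + ORY replicate 2 or 4 (0.089, 0.0786).

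Fbxl5, the iron-sensing ubiquitin ligase subunit (chromosome 5, 43744615 to 43821638), was lower in KO at day 7 under DMSO (-0.31 ± 0.08, adjusted p = 0.00422) and rose with time in WT (0.39 ± 0.08). It was lower on day 5 (-0.26 ± 0.09, adjusted p = 0.0325), a call lost without KO replicate 3 or 4 (0.0839, 0.142) or WT replicate 1 or 3 (0.087, 0.0913), and on day 9 (-0.27 ± 0.08, adjusted p = 0.0268), a call lost without KO replicate 2 or 4 (0.071, 0.072) or WT replicate 2 or 4 (0.0645, 0.119). With summed libraries the calls of Bhlhe40, Bhlhe41 and Fbxl5 on day 5, of Bhlhe40, Atr, Fbxl5 and Pgk1 on day 9, of Pgk1 in the interaction with time, and of Bhlhe41, Atr and Fbxl5 with time in WT were lost. Together these 6 genes were lower on day 5 (0 higher and 6 lower, and the same adjusted over the list alone, adjusted p = 4.49e-09), which is not independent evidence, since the study chose them partly from these samples. With the replicate number as a block, Dazap2 passed as higher on day 9 (adjusted p = 0.0437), and Bhlhe40 (0.0351) and Pgk1 (0.0145) passed as higher with time in WT, and with summed libraries these did not pass (0.502, 0.593 and 0.314). On day 4 and day 7 under ORY 0 of the 6 passed, and on day 6 only Pgk1 did.

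Over 10 pairs of days the KO effects correlated weakly across genes (Pearson 0.00645 to 0.13, median 0.104, Spearman -0.0136 to 0.145). Among genes called on both days of a pair, the share with the same sign ran from 40.6% (days 4 and 6) to 84.8% (days 4 and 5). Of 11182 genes measured on all days, 40 were called in the same direction on days 5, 6, 7 (DMSO) and 9 (16 higher, 24 lower), where independent lists would give 1.5, and 6 of these on day 4 as well. The 6 genes, named here after their values were seen, were Tnc (0.56 to 1.21), the olfactomedin gene Olfm1 (0.46 to 0.70), the protease inhibitor gene A2m (0.16 to 0.56) and Adamts1, a protease of the matrix (0.32 to 1.04), which were higher, and Gt(ROSA)26Sor and the selenium transporter gene Selenop (-0.46 to -0.19), which were lower. Mdm2, Ccng1 and Gclc were among the genes higher on days 5, 6, 7 and 9.

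**Figure D4:**
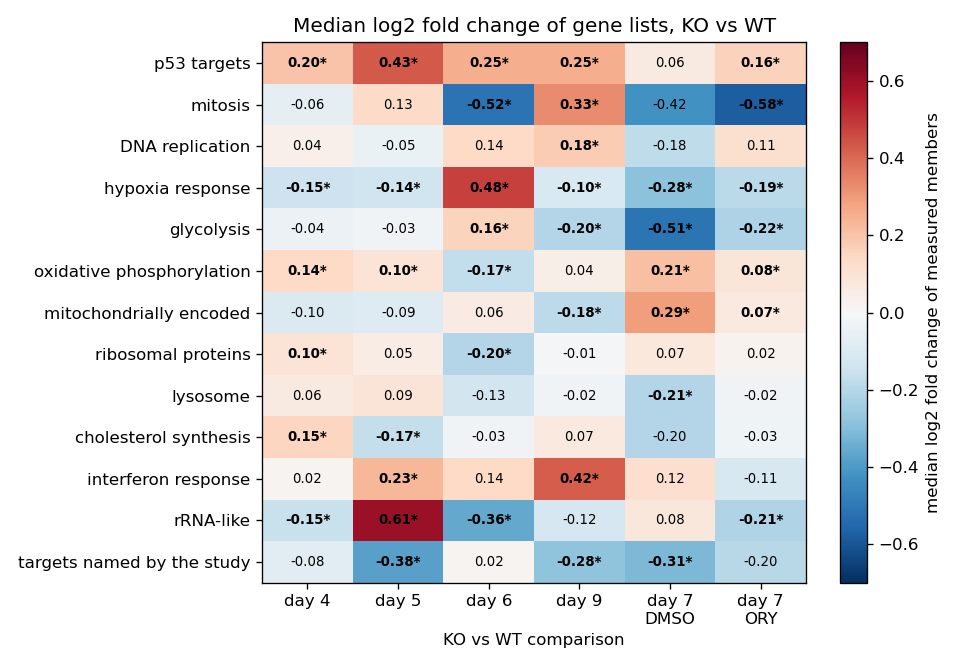
Median log2 fold change of KO against WT for 13 gene lists in 6 comparisons; red is higher and blue lower in KO, and an asterisk with bold type marks lists with adjusted p under 0.05 by camera. The p53 list has medians of 0.20, 0.43, 0.25, 0.25 and 0.16 where it passed and 0.06 at day 7 under DMSO, where it did not.

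Of 384 tests of gene lists 97 passed (58 higher, 39 lower), and 49 of these held with an estimated correlation between genes. The number that passed and the number that held were 11 and 2 on day 4, 11 and 6 on day 5, 10 and 6 on day 6 and 9 and 8 on day 9. They were 7 and 2 at day 7 under DMSO, 8 and 3 under ORY, 7 and 3 for ORY in KO, 9 and 4 for ORY in WT, 3 and 1 for the interaction with ORY, 7 and 4 for that with time, and 15 and 10 for time in WT. The median, mean and test had the same sign for each of the 97, and differed in sign in 56 of the other tests. With summed libraries the lists that passed on days 5, 6 and 9 and with time in WT passed again, and in the interaction with time all but ribosomal proteins (adjusted p = 0.0541) did. Camera with a preset correlation compares members with the other genes, and its p depends little on the number of libraries. Passing again therefore does not show that the lists hold with summed libraries, for which no estimated correlation was run. Neuronal lineage markers (lowest adjusted p = 0.46), neuronal genes repressed by REST (0.207), writers of histone H3 lysine 4 methylation (0.09) and its erasers (0.166), histone genes (0.0529) and endothelial and mural cell markers (0.484) passed in none of the comparisons. Microglia markers had fewer than 3 measured members in every table and were not tested.

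The tests of lists not described above gave the following. On day 4 cholesterol synthesis was higher (1 higher and 0 lower of 23, 3 and 0 adjusted over the list alone, median 0.15, adjusted p = 0.000338, adjusted p = 0.0702 with an estimated correlation), as were ribosomal proteins (2 higher and 0 lower of 76, 4 and 0 adjusted over the list alone, median 0.10, adjusted p = 2.97e-07, adjusted p = 0.303 with an estimated correlation), while radial glia and astroglia markers were lower. Among 31 members 1 were higher and 2 lower, 1 and 9 adjusted over the list alone, median -0.11, adjusted p = 0.00678, adjusted p = 0.129 with an estimated correlation. On day 5 oxidative phosphorylation was higher (15 higher and 2 lower of 56, 18 and 3 adjusted over the list alone, median 0.10, adjusted p = 0.00115, adjusted p = 0.372 with an estimated correlation, lost after GC and length correction), as were interferon genes. The list had 5 higher and 0 lower of 25, and the same adjusted over the list alone, median 0.23, adjusted p = 0.0196, adjusted p = 0.0535 with an estimated correlation. On day 6 transcripts that collect ribosomal RNA reads were lower. Of the 4 measured, 0 were higher and 4 lower, median -0.36. On day 9 the targets named by the study were lower (0 higher and 5 lower of 6, median -0.28, adjusted p = 0.000539), as at day 7 under DMSO (0 higher and 4 lower, median -0.31, adjusted p = 0.0218, adjusted p = 0.271 with an estimated correlation). Mitochondrially encoded mRNAs were higher at day 7 under DMSO (6 higher and 0 lower of 7, median 0.29, adjusted p = 0.00539, adjusted p = 0.141 with an estimated correlation), a call lost after GC and length correction (adjusted p = 0.654, the highest over the settings, whose lowest was 3.87e-05). Lysosome genes rose with ORY in WT (12 higher and 1 lower of 51, 15 and 3 adjusted over the list alone, median 0.11, adjusted p = 0.00144, adjusted p = 0.151 with an estimated correlation), as did sphingolipid genes. Higher were 8 and lower 1 of 32, 12 and 2 adjusted over the list alone, median 0.15, adjusted p = 0.0118.

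With time in WT, interferon genes rose (11 higher and 1 lower of 25, 13 and 1 adjusted over the list alone, median 0.52, adjusted p = 0.000164), as did hypoxia genes (12 higher and 0 lower of 26, 12 and 1 adjusted over the list alone, median 0.15, adjusted p = 0.000685), and chaperone genes fell. Among 19 members 1 were higher and 9 lower, 1 and 10 adjusted over the list alone, median -0.21, adjusted p = 0.000462. Oxidative phosphorylation fell with time in WT. The list had 0 higher and 25 lower of 56, 0 and 26 adjusted over the list alone, median -0.13, adjusted p = 1.83e-07, adjusted p = 0.191 with an estimated correlation, lost after GC and length correction. In the interaction with time, transcripts that collect ribosomal RNA reads moved down (0 higher and 3 lower of 4, median -0.73, adjusted p = 3.17e-11), as did fibroblast markers including Fn1. Of the 4 measured, 0 were higher and 2 lower, median -0.48, adjusted p = 0.00386, lost after GC and length correction.

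The other lists that passed lost their call with an estimated correlation, and all but 1 of them lost it without some single library, so they are given as values only. Day 4 transcripts that collect ribosomal RNA reads were lower (adjusted p = 0.0485), with 0.0605 to 0.152 without WT replicate 2 or 4 or KO replicate 1, 2 or 4. Immediate early genes were higher on day 6 (0.0293), with 0.0804 and 0.0514 without KO replicate 3 and WT replicate 3 and 0.054 with the replicate block. Nuclear long noncoding RNAs were higher on day 6 (0.0344), with 0.0556 to 0.0656 without KO replicate 1 or 3 or WT replicate 3 or 4. Oxidative phosphorylation was higher under ORY (5.86e-05), with 0.112 without WT + ORY replicate 1. Transcripts that collect ribosomal RNA reads were lower under ORY (0.00386), the list that no single library moved. Fatty acid synthesis genes rose with ORY in KO (0.0485), with 0.0524 to 0.0647 without KO + DMSO replicate 2 or 4 or KO + ORY replicate 1, 3 or 4. NRF2 genes rose with ORY in KO (0.0293), with 0.0504 without KO + DMSO replicate 2. BMP targets rose with ORY in WT (0.0457), with 0.0572 to 0.104 without WT + DMSO replicate 2 or 3 or WT + ORY replicate 1, 2 or 4. Ependymal markers fell with ORY in WT (0.0393), with 0.0933 and 0.0762 without WT + DMSO replicate 4 and WT + ORY replicate 3. In the interaction with time, ribosomal proteins moved down (0.0218), with 0.0516 to 0.0942 without any of 7 libraries, and interferon genes moved up (0.0279), with 0.0503 to 0.0968 without any of 11. With time in WT, DNA repair fell (0.046), with 0.0518 to 0.108 without any of 4 libraries and 0.0653 with the replicate block. Glycolysis rose (0.0146), with 0.0527 without WT day 9 replicate 4, and so did the targets named by the study (0.0321), with 0.0562 and 0.0584 without replicate 4 of day 5 or 9.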

Values the study reported

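The study reports that about 80% of the cells in culture were infected. By immunostaining on day 5, the study found less Setd1a in infected cells with Cre and GFP than in those with GFP alone. It reports 4,333 differentially expressed genes between KO + DMSO and WT + DMSO and 120 between KO + ORY and WT + ORY at day 7, and 330 lower and 276 higher genes on day 5 that had a Setd1a peak at their promoter, from 6969 binding sites of which about 66% lay at promoters.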

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

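All tests of the odd and even numbers, and the tests of handling and of Cre below, were chosen only after the results they concern had been seen.

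In 7 of 156 tested groups of 4 libraries a single library lay far from the other 3, where chance gives about 1 in 20, or 7.8. These were Atr in WT on day 4 (lowest 42.15 CPM, others 50.31 to 51.72), Dazap2 in KO on day 5 (highest 1148, others 1107 to 1111), Pgk1 in KO on day 5 (highest 378.4, others 365.3 to 366.5), Gt(ROSA)26Sor in WT on day 5 (highest 2122, others 1917 to 1950), Bhlhe40 in WT on day 5 (lowest 265.7, others 280.2 to 283), Gt(ROSA)26Sor in KO on day 9 (highest 1968, others 1609 to 1650) and Gt(ROSA)26Sor in WT under ORY (highest 1231, others 1066 to 1094).

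The KO effect differed with ORY at day 7 by the interaction test for 2138 genes, for lysosome (adjusted p = 7.78e-07), glycolysis (0.000306, but 0.237 with an estimated correlation) and oxidative phosphorylation (0.008, but 0.712 with an estimated correlation, and lost without any of 3 single libraries) and for Bhlhe40 (0.00165), Dazap2 (0.000866) and Pgk1 (0.0285). It differed between days 9 and 5 for 1156 genes, for replication (0.0057), mitosis (0.00539), cholesterol synthesis (0.000131), ribosomal proteins (0.0218), interferon (0.0279), fibroblast markers (0.00386) and transcripts that collect ribosomal RNA reads (3.17e-11), and for Dazap2 (5.37e-07) and Pgk1 (0.016). With an estimated correlation mitosis (0.0623), ribosomal proteins (0.614) and interferon (0.0535) lost that call, and the last 2 also lost it without any of 7 and 11 single libraries.

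More genes changed by KO under DMSO (4307) than under ORY (138) at day 7. GC content and gene length bias does not explain this, since 4818 and 345 genes passed after correction. That the inhibitor moves genes changed by KO back towards WT fits, since at least 84.2% of the genes called with 2 KO + DMSO libraries went the other way with ORY against the remaining 2. Different handling of the KO + DMSO libraries cannot be told apart from this: the KO effect under DMSO correlated with that of another day by at most 0.118, and other pairs of days by 0.00645 to 0.13.

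Targets of p53 were higher in KO on days 4, 5, 6 and 9 and under ORY at day 7, where the day 4 call was lost with an estimated correlation (adjusted p = 0.051). GC content and gene length bias does not explain it, since the list passed in 5 of 5 comparisons after correction. At day 7 under DMSO the list did not pass, nor did it after correction (adjusted p = 0.738). Whether Cre activity or the vector, in place of the loss of Setd1a, is the cause cannot be told. No group had viral Cre with intact Setd1a, and the interaction with ORY did not pass for this list (adjusted p = 0.185).

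Libraries 1 and 3, and 2 and 4, lay closest together on days 5, 6 and 9, and with a smaller gap in KO + DMSO at day 7. A batch shared by the odd and by the even numbers of all groups does not explain it alone, since the odd-even difference varied between the 6 groups for 2166 genes. For separate cultures unrelated between groups, 3160 genes had an average odd-even difference over the groups, which cannot decide. That average was tested against the spread within same-parity libraries, and unrelated differences in the 6 groups could also leave an average beyond that spread. No biological explanation was tested.

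Other splits of the libraries do not reach the real counts. The real split was the only 1 of 35 or 100 regroupings with as many genes in each comparison. Every regrouping treated the libraries of a comparison as exchangeable. If libraries of the same parity or with neighbouring numbers are technical pairs, or if the numbers pair libraries between groups, fewer splits keep those pairs whole. The regroupings then cannot exclude chance in the comparisons concerned. The highest other count was 29 on day 4, 0 on day 5, 143 on day 6, 673 on day 9, 2 at day 7 under DMSO, 0 under ORY, 0 for ORY in KO, 521 for ORY in WT, 1749 and 959 for the interactions with ORY and with time, and 10 for time in WT. The highest other splits of days 6 and 9, of day 7 under DMSO and of time in WT set odd against even numbers.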

How the results depend on the processing

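The corrections for GC and length, equal depth and the odd and even numbers were chosen only after the results had been seen. Of the alternatives 225 counts of genes stayed within 1.5 times and 41 moved, 276 values of agreement stayed and 12 moved, 1486 tests of lists kept their call, 135 lost it and 1 reversed, and 10058 tests of named genes kept their call, 425 lost it and 16 gained it. With summed libraries 205 tests of named genes kept their call and 84 lost it. Values of agreement moved in 9 cases with no filter, in 2 without a single library and in 1 with an average log2 CPM of at least 4. Lists of tables that a setting leaves unchanged are counted with their p adjusted anew. The cause was not tested except where fewer libraries or a stricter threshold is the change itself.

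With a change of at least 1.5-fold required, 31 genes passed on day 4, 435 on day 5, 380 on day 6, 397 on day 9, 1835 at day 7 under DMSO, 34 under ORY, 2055 for ORY in KO, 522 for ORY in WT, 1172 and 427 for the interactions with ORY and time, and 792 for time in WT. This setting changes no fold change. The direction that held the majority of called genes switched on days 5, 6 and 9, in the interaction with time and for time in WT. With no filter 304 passed on day 4 and 279 under ORY, and the agreement of the effects was 0.0171 between DMSO and ORY and 0.0156 between days. With DESeq2 348 passed on day 4 and 309 under ORY, with only the groups compared 919 on day 9, and after GC and length correction 345 under ORY and 661 for the interaction with time, and under the same correction the list of mitochondrially encoded mRNAs under ORY reversed (adjusted p = 0.986). With an estimated correlation 49 of 97 tests of lists passed.

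With the replicate number as a block, 820 passed under ORY, 2740 for ORY in WT and 1770 for the interaction with time. Same-numbered libraries deviated together in most groups: the correlation was over 0.1 in 1 of 4 pairs on day 4 (0.0256 to 0.119), 57 of 60 on days 5, 6 and 9 (mean 0.188) and 16 of 24 at day 7 (up to 0.533), and 1 of 8, 20 of 24 and 9 of 16 libraries were closest to their own number. On day 4, day 5, at day 7 between KO and WT, for ORY in WT and in both interactions some pair was under 0.1, so the numbers were not taken to pair those libraries. Where they were, the block gave 2225 genes on day 6, 2021 on day 9, 5280 for ORY in KO and 3372 for time in WT, and of the lists that passed and the named genes it changed no call but those given in the report. With summed libraries 297, 217 and 141 passed on days 5, 6 and 9, 40 for the interaction with time and 981 for time in WT. With odd numbers only 2253 passed on day 9, and with even numbers only 2284, or 1815 with odd and even as a block, for the interaction with time.

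Leaving out each library gave 90 to 172 genes on day 4 and 58 to 223 under ORY, and an agreement between DMSO and ORY of 0.185 to 0.219. With library size only, the share of called genes that were higher moved from 47% to 30.5% at day 7 under DMSO and from 48.6% to 25.7% under ORY, from 41.5% to 52.9% on day 5, from 52.6% to 65.1% for ORY in KO, from 56% to 67.5% for the interaction with ORY, from 49.9% to 39.8% for time in WT, from 54.1% to 61.8% for ORY in WT and from 65% to 56.1% for the interaction with time. With equal depth 3789 and 123 genes passed at day 7 under DMSO and ORY.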

Other observations

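This part holds values without a test, and its genes were chosen after their values were seen.

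Rhob, the gene of a small GTPase of the cytoskeleton, was higher in KO on days 5 (0.78), 6 (0.67), 7 under DMSO (0.82) and 9 (0.86), and Sox21, a transcription factor of neural progenitors, and Uchl3 were also higher on each of these days. Cd200, Sdc4, Tle6, Ip6k3 and Tgif1 were lower on each.

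The share of counts on transcripts that collect ribosomal RNA reads was 4.39% ± 0.341 in KO and 5.11% ± 0.191 in WT on day 6, 1.80% ± 0.0842 and 1.98% ± 0.0249 on day 9, and 1.10% ± 0.066 and 1.26% ± 0.0146 on day 4 (SD, n = 4). At day 7 it was 1.746% ± 0.0216 in KO and 1.482% ± 0.0505 in WT under DMSO, and 1.367% ± 0.0347 and 1.592% ± 0.0773 under ORY. The slope of log2 counts over GC content, per 10 points, was 0.136 ± 0.0394 in KO and -0.0438 ± 0.0502 in WT on day 5.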
